A study of Mus musculus with 8 samples.

How the data were processed

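ATAC-seq was carried out on E14 mouse embryonic stem cells, 4 control and 4 paused libraries, from 50000 live cells each, with 150 bp paired-end reads, per the labels' protocols. Groups and replicate numbers were taken from the sample titles, and the columns of the table were matched to samples through the library names in the sample descriptions. The labels name no aligner, genome build, peak caller, read filter or handling of the Tn5 offset, and none is assumed here. Because the peak widths are all 201 bp, a shift of reads by a few bases would affect only reads at the edges of a peak.

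The deposited table holds 134407 peaks on chromosomes 1 to 19, X and Y, in 1 peak set shared by all samples. The per-sample values deposited by the authors are a signal: reads per peak divided by 1 factor per sample and rounded to 2 decimals. This was worked out from the values, since 100% of the values in each of the 8 columns were whole multiples of 1 step, and no file header or label states how the factors were made. The factors average 1 and are not proportional to the reads in peaks. The authors also deposited log2 values, which are, per the file headers, the mean concentration of each group and the fold of their own comparison; 94.1% of these log2 folds are smaller in size than the difference of the group means in the same table. The p-values and FDR of that comparison were deposited by the authors with no statement of the tool, and were used only where the authors' deposited table is named. The number of per-sample columns left unused was 0.

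The unit differed from the raw counts assumed in advance, so that the test laid down for normalized values became the main test: limma-trend (limma 3.58.1 in R 4.3.3) on log2(value + 1), without covariates, over the 127402 peaks with a mean value of at least 10, with Benjamini-Hochberg adjusted p under 0.05. Fold changes are on the log2(value + 1) scale and understate the change of weak peaks. Tests of the recovered whole reads with edgeR 4.0.16 (quasi-likelihood), limma-voom and DESeq2 1.42.0 were alternatives. On the recovered reads, edgeR with the deposited factors called 20732 peaks and edgeR with TMM 15401. An adjusted p that DESeq2 gave as missing (5212 peaks, and 18241 with the deposited factors) was kept as missing. Other alternatives were the pseudocount (0.1), the filter (none, at least 10 reads in every sample, a mean of at least 50 reads), the scaling (TMM, DESeq2 size factors, total reads in peaks, loess offsets), a block on the replicate number, and each sample left out in turn. Alternatives chosen after seeing the data were the deposited factors in edgeR and DESeq2, and limma-trend after TMM rescaling. Others were limma-trend after a loess correction of each sample on mean peak strength (span 0.3), and sample weights. Thinning of all libraries to one depth, taken as one deposited factor, was also added then. So were TMM and loess correction in the comparison of distal peaks with those near a gene end. The same holds for all alternatives for the sum of deposited values and the tRNA genes.

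The fitting steps were tested on simulated data. With 200 peaks changed by log2 1 or 1.5, limma-trend called 175 of them (87.5%) with 4 unchanged peaks called among 126873 tested. The edgeR test called 188 with 11 unchanged peaks called among 119734 tested. With no peak changed, 0 peaks were called by either test. In camera, a simulated list of 180 peaks moved by 0.3 was called and an unmoved list of 180 peaks was not.

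Depth is given as the reads in peaks, from 4434037 to 21161767 per sample. A peak with 0 reads in a sample allows up to 3 reads, which is a value of 1.04 in control replicate 1 and of 5.08 in control replicate 3. Counting errors cover sampling of reads only, since reads copied by PCR are not independent molecules. Per-sample shares and sums were compared with an exact two-sided permutation test over the 70 arrangements of 4 against 4, whose smallest p is 0.0286.

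Genes were taken from a table of assembly GRCm38.p6 with 21887 protein-coding genes on these chromosomes, which lists the span of a gene without its strand, exons or start site. A promoter peak is therefore one whose centre is within 1 kb of either end of a gene, and the nearest gene is that with the nearest end; whether a peak inside a gene is exonic or intronic was not analysed here. The build of the peaks was settled from the data: 41.75% of gene ends had a peak centre within 1 kb, against 17.9% and 17.8% after the peaks were shifted by 50000 bp and 11.7% and 11.8% after a shift of 3000000 bp, so that the coordinates are read as GRCm38. Gene lists were tested with camera and fry on all peaks whose nearest gene end was within 50 kb. fry, which tests a list by itself, was run after each sample's median was subtracted.

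Peaks named in the text were chosen by a rule laid down in advance: the 5 largest rises and 5 largest falls among called peaks of at least median strength whose groups do not overlap; the peak within 1 kb of the start site of each of 6 genes, which became the nearest peak within 2 kb of a gene end; up to 3 peaks with the smallest adjusted p per gene list; and chromosomes past an adjusted p of 0.05, of which there were 0. The tests, this rule, the gene lists and the alternatives other than those named above as added were fixed before the data were examined. The sum of deposited values, the change by peak strength and the tRNA genes were looked at only after seeing the data. Motif sets and corrections for GC content need the genome sequence and were not analysed here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.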

Results

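Chromatin accessibility was profiled by ATAC-seq, in which the Tn5 transposase inserts sequencing adapters into open chromatin, in mouse embryonic stem cells of the wild-type E14 line. The cells were grown in serum and LIF. Control cultures were compared with cultures held for 24 h in 200 nM INK128, an inhibitor of the mTOR kinase that slows growth and puts the cells into a state resembling developmental pausing. There were 4 control and 4 paused libraries, each made from 50000 cells. Values were given over 134407 peaks of one width. The reads in these peaks, recovered from the scaled values, ranged from 4434037 in control replicate 3 to 21161767 in control replicate 1. The median peak held 91 reads in control replicate 1 and between 18 and 29 reads in the other 7 libraries. A peak with 91 reads has a counting error of 0.15 on the log2 scale, and a peak with 18 reads one of 0.34, so that control replicate 1 was measured more precisely than the rest. The recovered reads of every pair of libraries within a group differed by more than sampling noise (lowest chi-square per degree of freedom 1.09, for control replicates 3 and 4), and all 8 were counted as separate samples.

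The first question was whether the libraries lay together by treatment. The Pearson correlation of log2(value + 1) across peaks averaged 0.934 for pairs within a group and 0.904 for pairs between groups. The ranges overlapped, from 0.918 to 0.955 within groups and from 0.870 to 0.931 between groups. These correlations are across peaks, which are not independent replicates. The first principal component held 35.1% of the variance and separated the groups: the control libraries lay between -104 and -56.3 on it, and the paused libraries between 59.6 and 93.3.

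**Figure D1:**
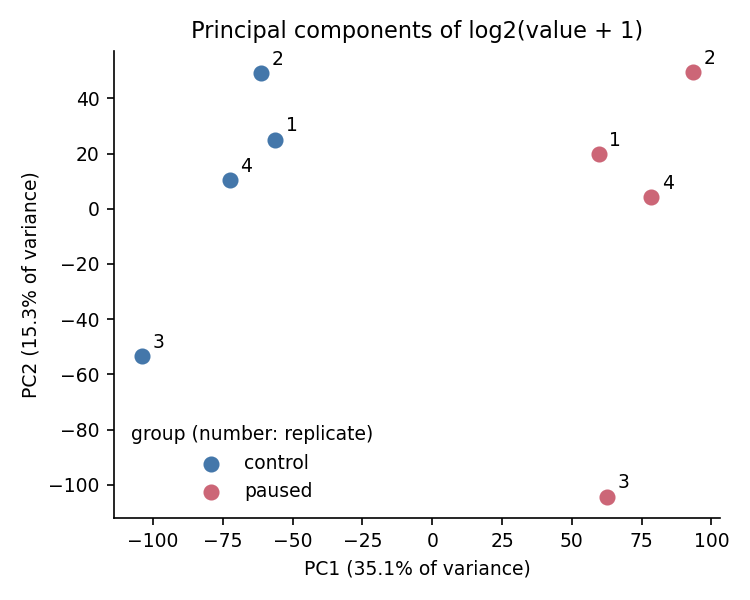
Scores of the 8 libraries on the first principal component (x axis, 35.1% of the variance) and the second (y axis, 15.3%) of log2(value + 1) over 127402 peaks. Each point is 1 library with its replicate number, blue for control and red for paused; the groups are separated on the first component.

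The next question was how many peaks changed in paused cells. Of the 127402 peaks with a mean value of at least 10, 17660 had a Benjamini-Hochberg adjusted p under 0.05 in the limma-trend test of log2(value + 1), 13958 of them higher and 3702 lower in paused samples. The median log2 change of all tested peaks was 0.10, and changes of single peaks are to be read against that shift. Of all calls, 79.0% were higher in paused samples. This split depended on the scaling, and was 55.5% in an edgeR test of the recovered reads with TMM scaling, 6488 of 15453 calls with scaling to the total reads in peaks, and 59.3% in limma-trend after a loess correction on peak strength. The alternative that moved the number of calls most was DESeq2 with its own size factors, which called 5862 peaks. Among the 17660 called peaks, 13893 (78.7%) had no overlap between the 4 paused and the 4 control values, a separation that chance gives for 2.86% of peaks and that was found for 17.4% of all tested peaks. The authors' deposited table lists 14771 peaks with an FDR under 0.05, with 12355 higher and 2416 lower in paused samples. Of the calls in the authors' deposited table, 14078 were also called here in the same direction and 0 in the opposite direction; the values are the same, so the overlap is not independent evidence.

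**Figure D2:**
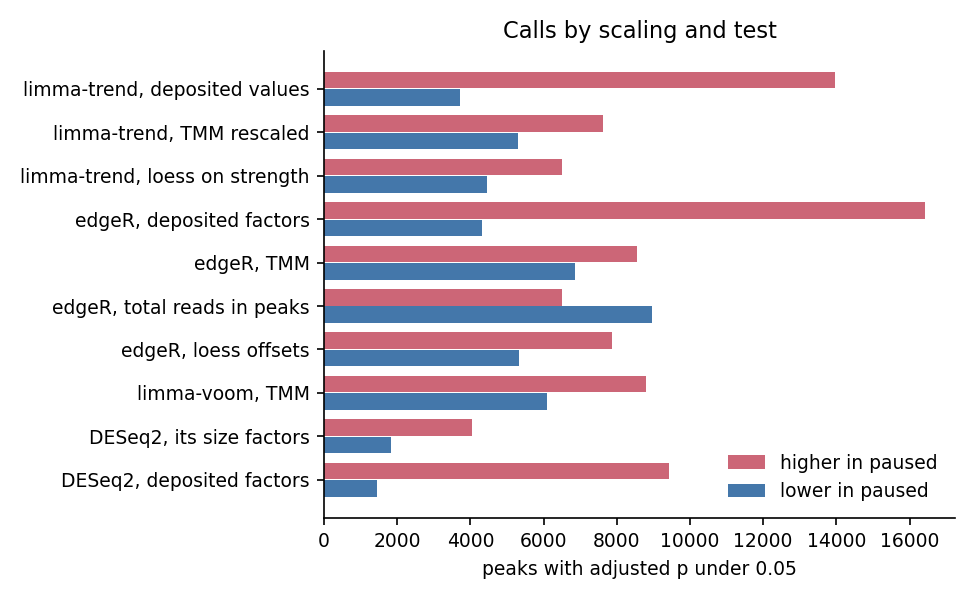
Number of peaks with an adjusted p under 0.05 (x axis) under 10 combinations of scaling and test (y axis), red for peaks higher and blue for peaks lower in paused samples. On the deposited values 13958 peaks were higher and 3702 lower, and with scaling to the total reads in peaks 6488 were higher and 8965 lower.

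A change of at least 2-fold, an absolute log2 change of 1 or more on the log2(value + 1) scale, was found for 3000 of the called peaks, 1824 higher and 1176 lower. This split turned around with the scaling, with 998 higher and 1611 lower in edgeR with TMM, 762 and 2132 with scaling to the total reads in peaks, and 1153 and 1826 in limma-trend after TMM rescaling, but not with loess offsets in edgeR (1441 and 752) or after loess correction of limma-trend (1584 and 856). With the test limited to peaks with a mean of at least 50 reads, 275 peaks passed both criteria, 252 higher and 23 lower. The log2(value + 1) scale understates the change of weak peaks. An FDR under 0.05 with an absolute log2 fold of at least 1 was listed for 404 peaks in the authors' deposited table, 369 higher and 35 lower. That count is not on the same measure as the 3000, since 94.1% of the authors' folds are smaller in size than the difference of their group means.

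Changes depended on how strong a peak was. In the weakest 10% of tested peaks the median log2 change was -0.21, and 261 peaks were called higher and 658 lower. In the strongest 10% the median was 0.20, with 2244 peaks called higher and 22 lower. In the weakest 10% the median deviation from the mean of the 8 samples lay between 0.081 and 0.216 in the control samples and between -0.0719 and -0.0338 in the paused samples. In the strongest 10% it lay between -0.19 and -0.0667 in the control samples and between 0.0358 and 0.201 in the paused samples, so that the groups did not overlap at either end. The size of the rise and of the fall depended on the scaling. In edgeR with TMM the weakest 10% had a median of -0.368, with 127 peaks called higher and 784 lower. The strongest 10% had one of 0.0947, with 780 higher and 72 lower. In limma-trend without control replicate 1, 229 were called higher and 287 lower in the weakest 10%, and 1311 and 24 in the strongest.

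**Figure D3:**
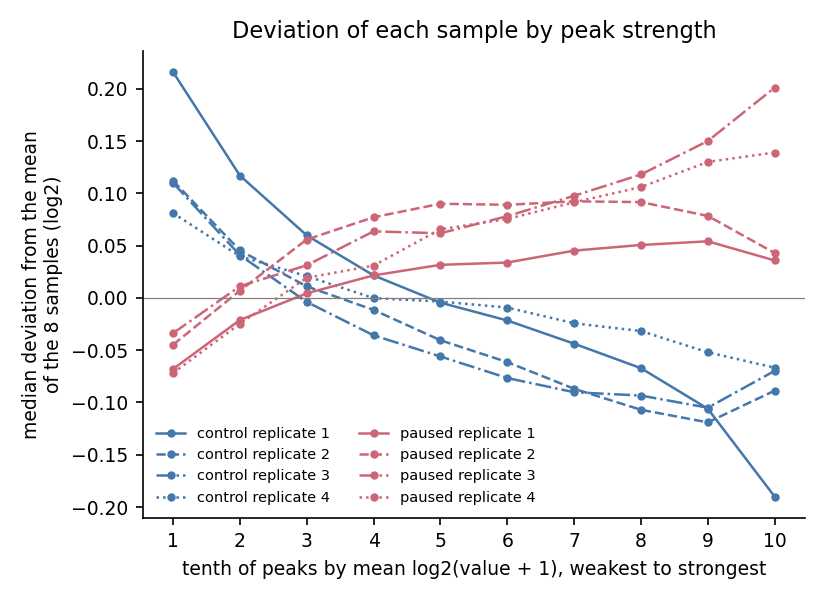
Median deviation of each library from the mean of all 8 (y axis, log2) for peaks in 10 bins of equal size by mean log2(value + 1) (x axis, 1 weakest, 10 strongest). Blue lines are control and red lines paused libraries; the control libraries lie above the paused ones in the weakest 10% and below them in the strongest.

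The sum of the deposited values over all peaks was 7.49 ± 0.139 in control samples and 8.35 ± 0.258 in paused samples (in units of 1000000; SD, n = 4 each), 11.5% more, with no overlap between the groups. The size of this difference depends on the authors' factors: with the reads divided by TMM factors the sums were 6.66 and 6.92, 3.88% more. An exact two-sided permutation test gave p = 0.0286, the smallest that 70 arrangements allow, and 0.0857 after Benjamini-Hochberg adjustment over 3 such measures. The share of reads in the strongest 10% of peaks was 38.9% ± 1.19 in control and 40.3% ± 1.04 in paused samples (SD, n = 4; exact permutation p = 0.114, adjusted 0.171). The difference, 1.39 percentage points, was above the SD of either group, but the groups overlapped and the test did not pass. It passed for the strongest 20% of peaks, with 56.9% ± 1.02 against 58.9% ± 1.01 (SD, n = 4; exact permutation p = 0.0286, unadjusted). It did not for the strongest 5% (difference 0.807; exact permutation p = 0.314) or for the strongest 10% ranked by the control samples (difference 0.954; exact permutation p = 0.314).

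To ask where accessibility shifted, peaks were divided by their distance to the nearest end of a protein-coding gene. The gene table gives no strand, so that both ends of a gene were used in place of its start site. Peaks centred within 1 kb of a gene end held 30.8% ± 1.02 of the reads in control and 31.4% ± 0.851 in paused samples (SD, n = 4), a difference within the spread of the replicates (exact permutation p = 0.371, adjusted 0.371). Of 16169 tested peaks near a gene end, 1689 (10.4%) were called higher and 202 (1.25%) lower. Of 111233 distal peaks, 12269 (11.03%) were called higher and 3500 (3.15%) lower. The median log2 change was nonetheless larger near a gene end, 0.168 against 0.082 in distal peaks. With TMM in edgeR the medians were 0.059 and -0.027, and after the loess correction -0.016 and -0.0087. After the loess correction on peak strength, 1.73% of peaks near a gene end and 5.59% of distal peaks were called higher, and 1.95% and 3.73% were called lower. Peaks were counted here, and peaks are not independent replicates.

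The share of reads on each of the 19 autosomes and X was compared as a check on copy number. No chromosome passed an adjusted p of 0.05, and 0 of 20 did so against 4 at an unadjusted p under 0.05 in the exact permutation test. The smallest p of this test is 0.0286, so that at least 12 of the 20 chromosomes would have had to reach it for an adjusted p under 0.05, and the adjusted result says little about single chromosomes. The lowest adjusted p was 0.143, for chromosomes 9, 10, 17 and 19. The change on these was small: the mean share of chromosome 19 was 3.03% ± 0.0200 in control and 2.95% ± 0.0527 in paused samples (SD, n = 4), and that of chromosome 10 was 5.12% ± 0.0224 and 5.18% ± 0.0133.

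The 5 largest rises among called peaks of at least median strength, with no overlap between groups, were distal. The largest was on chromosome 14 (120242759 to 120242959), 32793 bp from the nearest gene end, that of Mbnl2, where the value went from 27.7 ± 7.73 in control to 98.3 ± 7.25 in paused samples (SD, n = 4; log2 change 1.83, SE 0.18, limma-trend adjusted p = 2.83e-08). The other rises lay on chromosome 4 (128164127 to 128164327) inside Csmd2, on chromosome 10 (61750149 to 61750349) inside Macroh2a2, on chromosome 18 (62000266 to 62000466) inside Sh3tc2, and on chromosome 13 (31292860 to 31293060) between genes, with the nearest end that of Foxq1. Their log2 changes were 1.82, 1.74, 1.71 and 1.70. The largest fall was on chromosome 3 (96479508 to 96479708), 25247 bp from an end of BC107364, from 79.6 ± 19.8 to 19.97 ± 3.57 (SD, n = 4; log2 change -1.92, SE 0.20, limma-trend adjusted p = 4.32e-08). The other 4 falls were on chromosome 9 (119095995 to 119096195; log2 change -1.65), 2593 bp from an end of Plcd1; on chromosome 3 (96398896 to 96399096; -1.55), within 100 bp of the tRNA gene n-TQctg4; on chromosome 12 (112683474 to 112683674; -1.46), 827 bp from an end of Zbtb42; and on chromosome 13 (21242570 to 21242770; -1.43), within 100 bp of the tRNA gene n-TAagc18. The 10 changes lay between 1.60 and 1.73 for the rises, and between -2.02 and -1.53 for the falls, after the median of all peaks was subtracted.

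**Figure D4:**
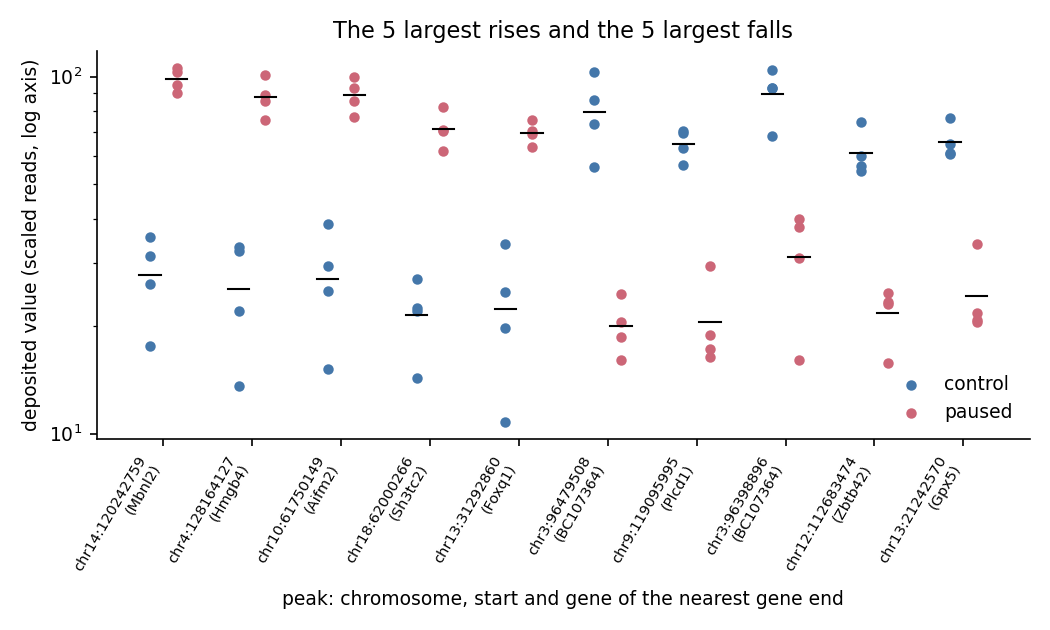
Deposited values (y axis, log scale) of the 5 peaks with the largest rise and the 5 with the largest fall (x axis, by chromosome, start and the gene of the nearest gene end). Each point is 1 library, blue for control and red for paused, and black lines are group means; at the chromosome 14 peak the means were 27.7 and 98.3, and at the first chromosome 3 peak 79.6 and 19.97.

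The study's title concerns Nodal/Smad2 signalling and lipid metabolism driven by Pparg, so that the peaks nearest to these genes were examined whatever their values. The peak within 1 kb of an end of Pparg, on chromosome 6 (115361692 to 115361892, inside the gene), had a value of 118 ± 13.7 in control and 140 ± 19.8 in paused samples (SD, n = 4; log2 change 0.24, SE 0.13, limma-trend adjusted p = 0.207). The peak at an end of Smad2 on chromosome 18 (76241278 to 76241478) went from 255 ± 41.1 to 288 ± 37.6 (SD, n = 4; log2 change 0.18, SE 0.12, limma-trend adjusted p = 0.317). After the median of all peaks was subtracted, these changes were 0.14 and 0.08. No peak lay within 1 kb of an end of Nodal, Lefty1, Lefty2 or Pou5f1, and the nearest one, at most 2 kb away, was taken instead, a choice made from the distances. The peak 1195 bp from Nodal (chromosome 10, 61426433 to 61426633) had a log2 change of -0.09, that 1004 bp from Lefty1 (chromosome 1, 180933918 to 180934118) one of -0.01, and that 1012 bp from Lefty2 (chromosome 1, 180900019 to 180900219) one of -0.50. The limma-trend adjusted p was 0.774, 0.983 and 0.153. The peak 1989 bp from Pou5f1 (chromosome 17, 35503943 to 35504143) went from 314 ± 16.001 to 374 ± 22.6 (SD, n = 4; log2 change 0.25, SE 0.10, limma-trend adjusted p = 0.0898). None of these 6 peaks passed an adjusted p of 0.05, and the direction at Nodal, Lefty1 and Smad2 changed under other settings.

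Whole lists of genes fixed in advance were then tested through all peaks whose nearest gene end, within 50 kb, belonged to a listed gene. None of the 6 lists passed an adjusted p of 0.05 in camera with a preset correlation of 0.01, and 1 did so at an unadjusted p under 0.05. That was the list of 27 ribosome biogenesis and translation genes: its 184 peaks changed by 0.13 less on the log2 scale than the other peaks (difference -0.13, adjusted p = 0.101). It passed under fry (adjusted p = 0.037) and did not with a correlation estimated from the data (adjusted p = 0.161). The difference was -0.07 for the Nodal/Smad2 pathway (179 peaks, adjusted p = 0.652), -0.01 for Pparg and lipid metabolism (184 peaks, adjusted p = 0.892) and 0.04 for pluripotency genes (271 peaks, adjusted p = 0.654). It was -0.06 for lysosome and autophagy genes (170 peaks, adjusted p = 0.654) and 0.03 for germ layer genes (125 peaks, adjusted p = 0.817). The other 5 lists did not pass under fry, and none of the 6 passed with the estimated correlation.

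Single peaks within the lists did change. Of the peaks of the Nodal/Smad2 list, 16 were called higher and 6 lower over all peaks tested, and 15 and 6 when adjusted over the list alone. For Pparg and lipid metabolism the counts were 19 and 6, and 18 and 5 adjusted over the list alone. For pluripotency genes they were 39 and 6, and 43 and 7 adjusted over the list alone. For lysosome and autophagy genes they were 21 and 6, and 23 and 6 adjusted over the list alone; for ribosome and translation genes 16 and 4, and 14 and 3 adjusted over the list alone. For germ layer genes they were 14 and 4 in both. The called share, from 10.9% of peaks for ribosome and translation genes to 16.6% for pluripotency genes, compares with 13.9% of all tested peaks. Peaks of one gene are not independent.

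Of the 18 peaks with the smallest adjusted p in the lists, 2 lay within 1 kb of a gene end, those nearest to Fabp3 and Eif3b. In the Nodal/Smad2 list they lay near Acvr1b (chromosome 15, 101164330 to 101164530), Smad2 (chromosome 18, 76209662 to 76209862) and Pcsk6 (chromosome 7, 65839822 to 65840022), with log2 changes of 1.08, 1.203 and 1.30. The Smad2 peak, 31328 bp from the nearest end of the gene, went from 30.7 ± 5.06 to 72.0 ± 11.5 (SD, n = 4; SE 0.18, limma-trend adjusted p = 1.35e-05). In the lipid list, 2 peaks near Fabp3 (chromosome 4, 130316730 to 130316930 and 130307876 to 130308076) rose by 1.26, inside Zcchc17, and 0.69, and a peak 4767 bp from an end of Scd2 (chromosome 19, 44311531 to 44311731) changed by -0.98. The Fabp3 peak 762 bp from an end of the gene went from 136 ± 18.9 to 219 ± 23.8 (SD, n = 4; SE 0.12, limma-trend adjusted p = 0.000162). In the pluripotency list the peaks near Tfcp2l1 (chromosome 1, 118690023 to 118690223), Zfp42 (chromosome 8, 43320874 to 43321074) and inside Esrrb (chromosome 12, 86501739 to 86501939) rose by 0.85, 0.63 and 0.65. In the lysosome list there were rises of 0.84 and 0.68 at 2 peaks nearest to Fnip2 and inside Gm17359 (chromosome 3, 79435073 to 79435273 and 79417097 to 79417297) and of 0.88 near Uvrag (chromosome 7, 98872445 to 98872645). In the ribosome and translation list there were rises of 0.77 near Myc (chromosome 15, 62010814 to 62011014), 0.88 near Eif3b (chromosome 5, 140444131 to 140444331) and 0.62 inside Nop58 (chromosome 1, 59697817 to 59698017). In the germ layer list there were rises of 0.86 near Pdgfra (chromosome 5, 75210071 to 75210271), 0.65 near Hand1 (chromosome 11, 57868957 to 57869157) and 0.59 near Otx2 (chromosome 14, 48709502 to 48709702). The Otx2 peak lost its call under loess correction and in DESeq2, with adjusted p from 0.0501 to 0.0568. Of these 18 peaks, 17 rose and 1 fell, and the limma-trend adjusted p was at most 0.00202.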

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

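The tests in this part were chosen after the results were seen, except the fits that left out 1 sample. Those fits were fixed in advance. In 80 groups of 4 values (the reads in peaks, the shares of the 10 strongest peaks, of the strongest 10% and of promoter peaks, the sum of values, the reads at tRNA genes and the 34 named peaks, in each of the 2 groups), 5 had 1 sample far from the other 3, with a gap, relative to the range of the group, over the 95% critical value of Dixon's test. Chance gives 1 in 20, or 4 of 80, so that their number alone says little.

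Control replicate 1 held 21161767 reads in peaks against 4434037 to 6262445 in the other control samples, a gap of 0.891 of the range. A technical explanation for the calls is its extra depth. Thinning all libraries to one depth left 13141 called peaks, of which 12058 were among the 17660, and argues against that depth as the source of most of them. The thinning was to one deposited factor. Paused libraries therefore kept more reads in peaks than control ones, in proportion to the sums of deposited values. Without control replicate 1, 12959 peaks were called. After the deposited factors its sum of values, 7.32, was the lowest of the control samples, next to 7.48 to 7.65 in the others (in units of 1000000). No biological explanation for the depth of a library was tested.

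The other 4 were single peaks. Paused replicate 4 lay apart at the chromosome 13 peak near Gpx5 (34 against 20.5 to 21.7; gap 0.911), and paused replicate 3 at the peak near Myc (220.3 against 187.7 to 192.1; gap 0.865). Control replicate 3 lay apart at the peak near Lefty2 (59.3 against 31 to 34.2; gap 0.887), and control replicate 4 at the chromosome 3 peak starting at 79417097 near Fnip2 (67.6 against 80.9 to 83.6; gap 0.831). The calls at the Gpx5, Myc and Fnip2 peaks held in each fit that left out 1 sample. At Lefty2 there was no call with all 8 samples. Its limma-trend adjusted p ranged from 0.0664 to 0.486 over those fits, and without control replicate 3 its log2 change was -0.292 in place of -0.504. It depended on other libraries too, with -0.268 without paused replicate 2 and -0.71 without paused replicate 4. No other explanation was tested for single peaks.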

How the results depend on the processing

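The alternatives with the deposited factors in edgeR and DESeq2, TMM rescaling or loess correction in limma-trend, sample weights and thinning, TMM and loess correction in comparing distal peaks with those near a gene end, and all those for the sum of deposited values, were chosen after seeing the data. No peak called here was called in the opposite direction under any of the 25 other settings, as far as it was tested there.

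The number of called peaks (17660) stayed within 1.5 times under the other pseudocount, no filter, 10 reads in every sample, every edgeR scaling, voom, TMM rescaling, sample weights and thinning. It was 10487 with a mean of at least 50 reads, where 44882 peaks were tested, 5862 in DESeq2, 10877 in DESeq2 with the deposited factors and 10956 after loess correction. The cause of the lower DESeq2 counts was not tested. Across the 8 fits that each left out 1 sample it ran from 11570, without paused replicate 4, to 15845. Fewer samples were fitted there.

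Peaks at least 2-fold changed (3000) fell to 769 with 10 reads in every sample and 275 with a mean of at least 50 reads. The latter leaves out weak peaks, and the former also leaves out peaks that are low in a single sample or in one group. A test against a 2-fold change itself (glmTreat) left 1 peak, as it asks for a change significantly above 2-fold. The 8 fits without 1 sample gave 2530 to 3595. More of these peaks were lower than higher with TMM (1611 against 998), with DESeq2 size factors (1595 against 1004), with total reads in peaks (2132 against 762), in voom (1655 against 1014), in DESeq2 (1010 against 1003) and after TMM rescaling (1826 against 1153). The 1 peak left by glmTreat was also lower. More were higher under the remaining settings, such as 1441 against 752 with loess offsets, 1584 against 856 after loess correction, 1693 against 641 in DESeq2 with the deposited factors, and 252 against 23 with a mean of at least 50 reads.

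The split by direction depended on the scaling. Peaks higher in paused samples (13958) numbered 8548 with TMM, 8597 with DESeq2 size factors, 6488 with total reads in peaks, 7858 with loess offsets, 8811 in voom, 4031 in DESeq2, 7630 after TMM rescaling and 6497 after loess correction of limma-trend, and 8963 (without paused replicate 4) to 12696 in fits without 1 sample. Peaks lower (3702) numbered 6853 with TMM, 6792 with DESeq2 size factors, 8965 with total reads in peaks, 6093 in voom, 1831 in DESeq2, 1453 in DESeq2 with the deposited factors, 2449 after thinning, 2081 with 10 reads in every sample and 791 with a mean of at least 50 reads. They ran from 2301 to 3893 without 1 sample: 2321, 2317 and 2301 without control replicates 1, 3 and 4. TMM, DESeq2 size factors and loess assume that most peaks do not change and so centre the changes near 0 by construction (median -0.01 with TMM).

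Samples with the same replicate number deviated from their group means with correlations of 0.079, 0.0358, 0.133 and 0.0395 across peaks. As not all exceed 0.1, they were treated as sharing only a number, although the second principal component put replicates 2, 1, 4 and 3 in that order in both groups. With a replicate block, limma-trend called 21994 peaks, 3087 of them at least 2-fold changed. The Pou5f1 peak passed only with the block (adjusted p = 0.0418) and after thinning (adjusted p = 0.0487), against 0.0616 to 0.877 under the others. For the sum of deposited values (difference 0.864, in units of 1000000) an exact paired sign-flip test gave p = 0.125, the smallest it can give, which says nothing about stability. With TMM factors the difference was 0.258 (exact permutation p = 0.0286). The block changed no other call among the lists, shares and named peaks.

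The share of reads in the strongest peaks differed by 1.96 percentage points for the top 20% (exact permutation p = 0.0286) against 1.39 for the top 10%, 0.807 for the top 5% (exact permutation p = 0.314) and 0.954 for the top 10% by the control samples (exact permutation p = 0.314). Without 1 sample the value for the top 10% ran from 0.815 (without control replicate 1) to 1.78. The promoter share kept its direction, from 0.187 to 0.978 percentage points: 0.187 without control replicate 1 and 0.243 without paused replicate 3, 0.937 without paused replicate 2 and 0.978 without control replicate 2. No chromosome passed under any alternative, with 2 to 3 at an unadjusted p under 0.05, where at least 12 at the smallest p would have been needed to pass. These counts say nothing about stability.

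Distal peaks exceeded those near a gene end in the share called higher by 0.58 percentage points. The gap was 0.14 with a window of 500 bp (95% interval -0.438 to 0.718, which includes 0) and 1.79 with 2500 bp. It was 4.14 with TMM and 3.86 after loess correction. The interval counts peaks as independent, which they are not, and does not measure the spread between samples. In the share called lower the gap of 1.9 became 2.35 with 500 bp, 0.974 with 2500 bp and 3.57 with TMM. Mean correlation within groups exceeded that between groups by 0.0304, and by 0.279 over the 10% of peaks with the highest variance, which by construction differ most.

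Limiting the lists to peaks within 1 kb of a gene end changed the sign of the mean difference for 4 of 6 without a call: Pparg and lipid metabolism to 0.1, lysosome and autophagy to 0.118, ribosome and translation to 0.0419 and germ layer genes to -0.0382, where camera still gave the direction as up. These rest on 11 to 35 peaks each. Each list was compared with all other peaks, most of them distal, and peaks near a gene end rose more (median 0.168 against 0.082). A higher difference can therefore come from location. The ribosome list's median, 0.146, was below 0.168, and the lipid (0.245) and lysosome (0.222) medians were above it. The germ layer list went the other way. Lists were not compared with other peaks near gene ends alone. Under fry the ribosome list (-0.132) passed, with adjusted p = 0.037; over its other alternatives adjusted p ranged from 0.0603 to 0.45. The Pparg list ran from -0.0238 to 0.00201 without 1 sample, above 0 only without control replicate 1. The pluripotency list, at 0.0389, moved most with peaks within 1 kb of a gene end, to 0.172 (adjusted p = 0.078, against 0.239 to 0.977 under the others). It was 0.0196 without paused replicate 4, 0.0224 without control replicate 3 and 0.0607 without paused replicate 3, and the germ layer list, at 0.0323, was 0.0495 without paused replicate 2 and 0.0027 after loess correction, none with a call.

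Of 34 named peaks, the 28 that were called kept their direction wherever they were tested, and the Otx2 peak alone lost its call, under 3 settings. The read filters left 11 of the named peaks untested in 1 or both (14 peak and filter pairs), among them the peaks near Hmgb4, Aifm2 and Foxq1 with 10 reads in every sample. Directions turned at 3 peaks that were never called. Nodal ran from -0.227 to 0.0445 (without paused replicate 2) in fits without 1 sample. Lefty1 ran from -0.131 to 0.108 in those fits. It was 0.0162 in DESeq2 and 0.0411 in edgeR with the deposited factors, 0.052 with sample weights and 0.044 after thinning. The Smad2 peak at the gene end was -0.00169 with loess offsets and -0.0262 after loess correction. In fits without 1 sample it kept its direction, from 0.0741 (without control replicate 1) to 0.257.

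Corrections for GC content, alone or with the replicate block, and the motif sets were not run. The depth of 7 libraries, with 18 to 29 reads in the median peak, limits what can be said of single weak peaks.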

Other observations

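Except for GC content, which was not computed, and the share of higher calls with TMM, the tests in this part were chosen after the results were seen. The fit without control replicate 1 was also fixed in advance, but the difference by peak strength taken from it was not. Among the 35 splits of the 8 samples into 4 and 4, 1 split, that by treatment, gave as many as 17660 called peaks, and 1 gave as many as 3000 with a 2-fold change. The other 34 splits gave 0 calls, with 1719 to 13290 peaks at an unadjusted p under 0.05 against 36517 in the real one. Each of those 34 mixes control and paused samples, so a treatment effect widens the spread within its groups and lowers its calls. The counts in those splits, here and after loess correction, therefore do not show what samples without any effect would give. After the loess correction on peak strength, 1 of 35 splits gave as many as 10956 calls, with 2051 to 14082 peaks at an unadjusted p under 0.05 in the others against 29407. The smallest camera p over the 6 lists, 0.0168, was reached in 1 of 35 splits, though the next split gave 0.019 and no list passed its adjusted threshold. The larger share of lower calls in distal peaks was reached in 1 of 35 splits, which follows from the others having no calls.

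The rise of strong peaks and fall of weak ones was summarised as the difference in median log2 change between the strongest and weakest 10% of peaks, which was 0.412. It was reached in 1 of 35 splits, the largest other value being 0.277. After thinning to one depth it was 0.405, and simulated unchanged peaks at the real depths gave 0.0112, which argues against depth. Without control replicate 1 it was 0.338, so that library is not the sole source. A scaling factor moves all peaks of a sample alike and cannot part strong from weak peaks. In edgeR the gap was 0.465 with the deposited factors and 0.463 with TMM. Near-equal values follow from that arithmetic and are no separate evidence about the authors' factors. A different background between the groups stays open: fewer reads outside peaks in paused libraries may give this pattern, and the sum of deposited values was 1.115 times as high in them (1.039 times with TMM factors), but a real gain of accessibility at strong peaks would look the same. The 2 cannot be told apart here, because the background goes with the groups. A strength trend does not account for all calls, since 10956 were made after it was removed. Of these, 9229 were among the 17660, or 52.3% of them. The correction also removes the overall shift, with a median log2 change of -0.0106 after it against 0.101 before. The rest of the 17660 may therefore rest on the trend or on that shift. TMM rescaling in limma-trend, which removes no strength trend, kept 11332 of the 17660. For the excess of higher calls, the authors' scaling and a true global gain cannot be told apart either: the share fell to 55.5% with TMM, which centres changes by construction.

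Because 2 of the 5 largest falls lay at tRNA genes, all 87 tested peaks centred within 100 bp of one of 430 tRNA genes were examined. Of these, 34 were called lower and 0 higher, and 72 changes were below 0. Their median log2 change was -0.33, or -0.43 relative to all peaks, and was below 0 under each of the other 25 settings. The reads of the 88 such peaks in the table, tested or not, made up 1.72 ± 0.0747 per 1000 reads in control and 1.27 ± 0.0484 in paused samples (SD, n = 4), lower in each of 4 paused samples than in any control sample. Of the 87 peaks, 47 lay in tRNA clusters on chromosomes 13 (21172683 to 23522059) and 3 (96398896 to 96436046), of which 30 were called lower. Chosen after its value was seen, the peak with the largest fall, on chromosome 13 (21971706 to 21971906) at n-TKttt22, went from 45.3 ± 9.6 to 12.2 ± 2.8 (SD, n = 4; log2 change -1.81, SE 0.24, limma-trend adjusted p = 3.61e-06).

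Several technical explanations are argued against by these tables. The tRNA median moved to -0.503 after the loess correction, so the strength trend is not the source. The share of reads, which no scaling factor moves, differed with an exact permutation p of 0.0286, the smallest possible. Reads passed between near-identical tRNA copies that have a peak would leave the total of these peaks unchanged, but it fell, with a difference of -0.452 per 1000 reads. Random sets of peaks matched on strength reached a median as low in 0% of 10000 draws, with or without loess correction. Other peaks within 50 kb of a tRNA gene had a median of 0.03 before and -0.0867 after loess correction. Both were lower than in all 10000 matched sets, but far less so than for the tRNA peaks. Over 116 such peaks inside the clusters it was -0.03 before, with 10 called higher and 10 lower, and -0.14 after loess correction. The regions may therefore fall slightly too. The clusters also hold 63 histone genes, but 33 peaks at histone genes away from tRNA genes, 29 of them inside the clusters, did not fall. Their median was 0.227 before and 0.0368 after loess correction. GC content stays open for the 87 peaks. Reads moved to the 342 tRNA genes without a peak within 100 bp, or left out because they match several copies, cannot be told apart from a fall either, since the reads outside peaks were not analysed here.

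A candidate explanation is lower accessibility at tRNA genes when mTOR, which promotes transcription by RNA polymerase III, is inhibited. The 40 tRNA peaks outside the clusters had a median of -0.107 without loess correction, with 25 of 40 below 0 and 4 called lower. After loess correction it was -0.313, with 12 called lower. A median as low was reached by 0% of 10000 matched sets in both cases. Inside the clusters the medians were -0.655 and -0.808, with 30 and 41 called lower. Whether every gene read by this polymerase changes stays open: 6 peaks at other such genes (Rmrp, Rn7s1, Rn7s2, Rny3, Rpph1 and Vaultrc5) had a median of 0.109 without loess correction, with 1 of 6 below 0, and of -0.0961 after it, with 6 of 6 below 0, and 0 calls in either. The Rny3 peak alone changed by as much as the tRNA peaks (-0.555 after loess correction), and 3 of the 6 lie within 1 kb of the end of a protein-coding gene, whose own accessibility may mask a change. The Rn7s2 (-0.0678) and Vaultrc5 (-0.124) peaks lie farther away and also changed little after loess correction, so such masking would not cover them. The pattern was found and tested on the same libraries and remains a hypothesis.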
